# Prolactin may serve as a regulator to promote vocal fold wound healing

**DOI:** 10.1042/BSR20200467

**Published:** 2020-07-22

**Authors:** Haizhou Wang, Xueyan Li, Jieyu Lu, Paul Jones, Wen Xu

**Keywords:** cell function, gene expression, signaling pathway, Vocal fold injury

## Abstract

Reduced prolactin (PRL) has been shown to delay wound healing with a limited understanding of the underlying mechanisms. Here, we aim to explore the role of PRL in the repair of vocal fold (VF) injury. A microarray was used to detect the expressed levels of PRL in rat VF tissue at 1, 4, and 8 weeks after VF injury compared with normal uninjured rats. Then, a systematic bioinformatics analysis has been conducted to explore the literature-based biology network and signaling pathways involved in the repair of VF injury. The expression of PRL was significantly decreased in all VF injury groups (week 1, 4, and 8) compared with the control group (*F* stats = 280.34; *P*=4.88e-14), with no significant difference among the three VF injury groups (*F* stats = 1.97; *P*=0.18). Wounding has been shown to interfere with both PRL-promoting and inhibiting pathways that were involved in wound healing, including 11 PRL inhibitors and 6 PRL promoters. Our results reveal decreased PRL expression levels in VF injury, which is not in favor of the wound healing. The pathways identified may help in understanding the role of PRL as a treatment target for VF wound healing.

## Introduction

The vocal fold, as a vocal organ, produces sounds by its viscoelasticity, which is largely dependent on the structure of the extracellular matrix (ECM) [1]. Excessive injury or stimuli to VFs leads to disordered deposition of ECM in the lamina propria and abnormal massive hyperplasia of the fibrous tissue. Fibrous scars result from the disordered arrangement of fibers, causing irreversible changes, and persistent pararthria [2–4]. Therefore, novel treatment strategies and therapeutic approaches need to be urgently developed.

VF healing is a dynamic process that can last for several months [5,6]. Many genes and proteins have been suggested to play various roles at different regeneration stages after injury. Previous studies have shown that inflammatory responses occur at an early stage after VF injury, where there is a massive proliferation of fibroblasts with intensive secretion and deposition of ECM [5]. These activities reach a peak at 3 to 7 days after injury, and their intensity begins to decline 15 days later [4]. A study based on the dermal system has shown that ECM remodeling during the repair of injury can last for several months [6]. However, so far, the genetic changes and related signaling pathways during the healing process after VF injury remains largely unclear.

Recently, prolactin (PRL) has been suggested to play an important role in the cutaneous wound healing to control the excessive reepithelialization [7], which suggested a possible role of PRL receptor antagonists in the promotion of epidermal repair after human wounding. Prolactin has also been suggested to promote wound healing through the regulation of multiple cell types’ proliferation [8]. In the present study, we first tested the expression change of PRL in the case of VF wound at different time points after injury, using a rat model. Then, we conducted a systematic signaling pathway analysis to explore the underlying mechanisms regarding the regulation of intracutaneous PRL expression by wounding. Our results may add new insights into the understanding of the VF healing process that is needed for the treatment of VF wound.

## Materials and methods

### Animal experiments

Male Sprague–Dawley (SD) rats aged 14–16 weeks and weighing 400–450 g underwent unilateral or bilateral VF injury using procedures described in an earlier study [9]. The VF was injured by separating and removing the lamina propria from the thyroarytenoid muscle. Twenty animals were randomly divided into four experimental groups (five animals in each group) based on time of sacrifice: uninjured control, 1, 4, and 8 weeks after injury. During the study, rats in all the experimental groups were anesthetized by intraperitoneal injection of pentobarbital sodium (Sinopharm Chemical Reagent Co., Ltd, Shanghai, China) according to the rat weight at 50 mg/kg and finally killed by intraperitoneal injection of the overdose of 10% chloral hydrate (Sinopharm Chemical Reagent Co., Ltd, Shanghai, China). The animal experiments in the present study were conducted at Peking University and approved by Peking University Animal Care and Use Committee (LSC-ZhangY-1; license permit: 1116012800123).

### Expression profile of PRL in different groups

Total RNA was extracted from VFs using TRIzol Reagent (Life Technologies, Carlsbad, CA, U.S.A.) and purified with an RNeasy mini kit (Qiagen, Valencia, CA, U.S.A.). Biotinylated cDNA was prepared according to the standard Affymetrix protocol from 250 ng of total RNA using an Ambion® WT Expression Kit. Following labeling, fragmented cDNA was hybridized for 16 h at 45°C with the Clariom™ S Assay (rat, Affymetrix). GeneChips were washed and stained in the Affymetrix Fluidics Station 450. All arrays were scanned using an Affymetrix® GeneChip Command Console (AGCC), which was installed in a GeneChip® Scanner 3000 7G.

The row data (.cel) were normalized using TAC software (Transcriptome Analysis Console, Version 4.0.1) with the Robust Multichip Analysis (RMA) algorithm using Affymetrix default analysis settings and global scaling as normalization method. The values presented are log_2_ RMA signal intensity. The microarray data discussed in this article are publicly available at NCBI Gene Expression Omnibus (GEO) under accession number GSE139383.

### Experiment data analysis

One-way analysis of variance (ANOVA) was used to compare the expression levels of PRL in four groups: (1) one week after VF injury versus uninjured control; (2) four weeks after VF injury versus uninjured control; (3) 8 weeks after VF injury versus uninjured control. *F* value and *P*-value were reported. The analysis was conducted using Matlab (version R2017a).

### Bioinformatics analysis

To explore the possible mechanisms regarding how wounding regulates PRL expression, we conducted a large scale literature data mining by using Pathway Studio (www.pathwaystudio.com). The upstream genetic inhibitors and promoters of PRL were firstly identified; then, we collected the downstream genetic targets of wounding. Based on these results, we built the functional networks connecting wound, PRL and wound healing. Specifically, we built the pathways where the wound promotes PRL inhibitors and inhibits PRL promoters. We also identified the relationship between PRL and wound healing. Each of the relationships identified within the pathways was supported by one or more references, where were provided in the Supplementary Materials. These references were processed by using Natural Language Processing (NLP) technique that covers more than 24 million PubMed abstracts and over 3.5 million Elsevier and third party full-test papers (Database Release Notes of Pathway Studio Version 12.3.0.16).

To understand the profile of the genes identified in the above functional networks, we conducted a gene set enrichment analysis (GSEA). The GSEA was conducted against the Pathway Studio pathways and gene ontology (GO) terms. Significantly enriched pathways and corresponding statistics were reported.

## Results

### PRL expression

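Vocal fold RNA from 20 male Sprague-Dawley rats was measured on rat whole-transcriptome Affymetrix arrays, with 1 array for each animal. There were 5 uninjured controls and 5 animals at each of 1, 4 and 8 weeks after the lamina propria, the loose connective tissue layer of the fold, had been stripped off the underlying muscle. The authors' methods name the Clariom S array, labelled cDNA and RMA in TAC 4.0.1 with global scaling. The sample labels name the Clariom D array, labelled cRNA from a larger amount of RNA and Affymetrix Expression Console, without a version. The methods describe a unilateral or bilateral injury, while the labels say that both folds were dissected. The deposited table gives log2 RMA signals for 24871 probe sets, of which 131 are the manufacturer's controls and 15049 carry a single gene name in the annotation used here. Those 15049 probe sets, for 15037 genes, were tested with limma on the log2 values, with all 20 arrays in 1 fit and p-values adjusted by Benjamini-Hochberg within each comparison. The tests, 33 gene lists and the rule for the genes named in the text were chosen before the data were examined. Array medians ranged from 4.58 to 4.94 log2 units among the controls and from 4.83 to 4.92 among the injured animals. The values hold no detection calls, so a low signal cannot be told from background, and the number of arrays limits the precision. The probe sets that read hybridization controls, which are added to every array, averaged 9.47 ± 0.29 (SD, n = 5) in the controls, against 10.38 ± 0.16 (SD, n = 5) at 1 week, 10.30 ± 0.14 (SD, n = 5) at 4 weeks and 10.26 ± 0.17 (SD, n = 5) at 8 weeks. No source used here gives the dates or order in which the arrays were run.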

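Prl, the gene of the hormone prolactin, was among the brightest probe sets in uninjured vocal folds and near the background probe sets in every injured group. Its log2 signal was 11.44 ± 0.75 (SD, n = 5) in the uninjured controls, 3.89 ± 0.56 (SD, n = 5) at 1 week, 3.38 ± 0.26 (SD, n = 5) at 4 weeks and 3.49 ± 0.40 (SD, n = 5) at 8 weeks. The 5 controls lay between 10.76 and 12.38, and the brightest injured animal, at 1 week, reached 4.78. Gh1 (growth hormone) and Cga (the alpha subunit shared by pituitary glycoprotein hormones) were also higher in the controls, with log2 signals of 7.08 ± 1.55 (SD, n = 5) for Gh1 and 6.42 ± 1.01 (SD, n = 5) for Cga, against 4.19 ± 0.26 (SD, n = 5) and 5.29 ± 0.16 (SD, n = 5) at 1 week. The Prl probe set TC1700001753.rn.2 has 10 probes, and the supplement places it on chromosome 17 from 39807910 to 39824299 (17p12), with no genome build named. Prl fell by 7.55 log2 units at 1 week (standard error 0.30, 95% confidence interval -8.17 to -6.94, limma adjusted p = 7.6e-14). At 4 weeks it fell by 8.06 (95% confidence interval -8.67 to -7.44, limma adjusted p = 1.9e-14). At 8 weeks it fell by 7.95 (95% confidence interval -8.56 to -7.34, limma adjusted p = 2.5e-14). Every control exceeded every injured animal (two-sided exact permutation test for each time point, p = 0.0079, the smallest p that 5 animals against 5 allow). Over the 4 groups the F statistic was 280.3 (permutation test with 100000 resamples, p = 7e-05). The 23 background probe sets averaged 2.70 log2 units in the controls, 3.39 at 1 week, 3.30 at 4 weeks and 3.26 at 8 weeks, with the brightest of them at 6.53 at 1 week, so the level of Prl after injury cannot be told from background. Against the brightest background probe set of each injured array, a bound chosen after seeing the data, Prl in the controls was at least 29.0-fold higher than at 1 week, at least 33.3-fold than at 4 weeks and at least 33.0-fold than at 8 weeks. From the difference in Figure 1 between the injured groups and the healthy control, the paper concludes that PRL expression is decreased in vocal fold wounding, and it proposes that this decrease delays healing. Gh1 and Cga, also pituitary hormone genes, were higher in the same controls. They were 2 of 6 measured anterior pituitary hormone genes other than Prl, and Pomc, Tshb, Lhb and Fshb did not pass the test at any time. The values therefore cannot tell a fall of Prl in the vocal fold from pituitary RNA in the control samples.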

As shown in Figure 1, the expression levels of PRL were significantly lower in all injury groups (week 1, 4, and 8) compared with the healthy control group (*F* stats = 280.34; *P*=4.88e-14). On the other hand, the three injury groups demonstrated no significant difference among each other (*F* stats = 1.97; *P*=0.18). In addition, the PRL in the 2-week rat group was lower than that of the first-week group (3.38 ± 0.26 vs. 3.88 ± 0.56), which was consistent with previous reports that serum PRL levels decreased according to the survival period of blunt injury [10]. However, PRL expression level demonstrated a slight recovery in the 8-week group (3.45 ± 0.40), which may reflect the progress of the wound healing.

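Prl lay at about the level of the background probe sets in all 3 injured groups, so tests between these groups compare values near the floor of the arrays. The F statistic of Prl over the 3 injured groups was 1.97 (exact permutation test over all assignments of the 15 animals, p = 0.175). Eln (elastin), Postn (periostin, a matrix protein of healing tissue) and Col1a1 (type I collagen) were highest at 1 week and fell by 1.55, 1.83 and 1.02 log2 units from 1 to 4 weeks (standard errors 0.20, 0.32 and 0.20, limma adjusted p = 4.7e-04, 0.018 and 0.047). Of 16 measured genes of fibrillar collagen and structural extracellular matrix, 3 fell from 1 to 4 weeks and 13 did not pass the test over all genes, while 14 fell when adjusted over the list alone. From 1 to 8 weeks, 6 of the 16 fell, and 12 when adjusted over the list alone. The list as a whole shifted down in both comparisons in camera with the preset correlation (adjusted p = 6.9e-24 and 2.5e-21), but not with an estimated correlation (adjusted p = 0.062 in both). Cthrc1 (collagen triple helix repeat containing protein) and Thbs2 (thrombospondin of the extracellular matrix) had the largest falls from 1 to 4 weeks among genes whose groups did not overlap, by 2.66 and 2.36 log2 units (limma adjusted p = 3.2e-04 for both).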

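Prl averaged 0.50 log2 units less at 4 weeks than at 1 week, a log2 fold change of -0.50 (95% confidence interval -1.12 to 0.11, limma adjusted p = 0.62), with both groups near background. The difference did not pass the two-sided exact permutation test of 5 animals against 5 (p = 0.087). The 5 animals at 1 week had log2 signals of 3.52, 4.07, 3.64, 4.78 and 3.42, and the 5 animals at 4 weeks had 3.41, 2.97, 3.68, 3.44 and 3.40. Without replicate 4 of the 1-week group, the animal with the highest signal, the Prl log2 fold change was -0.28. Spp1 (osteopontin, a matrix protein secreted during inflammation and repair) had log2 signals of 4.98 ± 0.44 (SD, n = 5) at 1 week and 3.98 ± 0.74 (SD, n = 5) at 4 weeks, a difference that did not pass the test (limma adjusted p = 0.14), and Igf2 (insulin-like growth factor 2) fell by 1.85 log2 units between them (limma adjusted p = 0.0017).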

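From 4 to 8 weeks Prl, near background at both times, had a log2 fold change of 0.11 (95% confidence interval -0.50 to 0.72, limma adjusted p = 1.00), which did not pass the two-sided exact permutation test (p = 0.635). The 5 animals at 8 weeks had log2 signals of 3.77, 3.21, 3.89, 2.95 and 3.63. Leaving out each animal in turn gave log2 fold changes of 8 weeks against 4 weeks from 0.0046, without replicate 2 of the 4-week group, to 0.24, without replicate 4 of the 8-week group. Against 1 week, Prl at 8 weeks had a log2 fold change of -0.40 (95% confidence interval -1.01 to 0.22, exact permutation p = 0.254). With an animal left out, this log2 fold change ranged from -0.51, without replicate 5 of the 1-week group, to -0.17, without replicate 4 of that group. Across the transcriptome, 0 of 15049 probe sets differed between 4 and 8 weeks in limma, and 377 did so at an unadjusted p under 0.05.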

**Figure 1:**
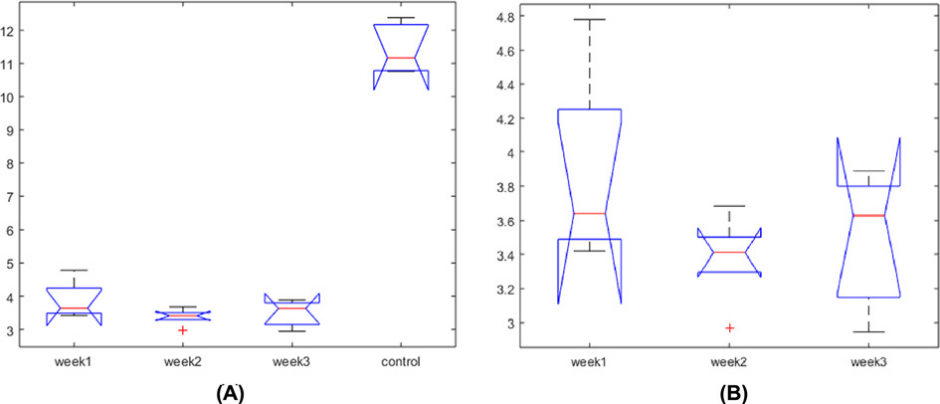
ANOVA results comparing expression levels of PRL in four different groups: (1) one week after vocal fold injury; (2) four weeks after vocal fold injury; (3) eight weeks after vocal fold injury, and (4) uninjured control (**A**) ANOVA results of comparing four groups; (**B**) ANOVA results of comparing three groups.

### Wounding promotes PRL inhibitor

As shown in Figure 2, we identified 11 PRL inhibitors that got promoted by wounding. On the other hand, PRL participates in wound healing and the regulation of cell proliferation for a variety of cell types. Each of these relations identified was supported by at least one previous scientific study. The detailed information of supporting references of the relations presented in Figure 2, including the relation type, reference title, and the sentences where a relationship has been identified, have been presented in Supplementary Materials: Ref_PRL_inhibitors.

**Figure 2:**
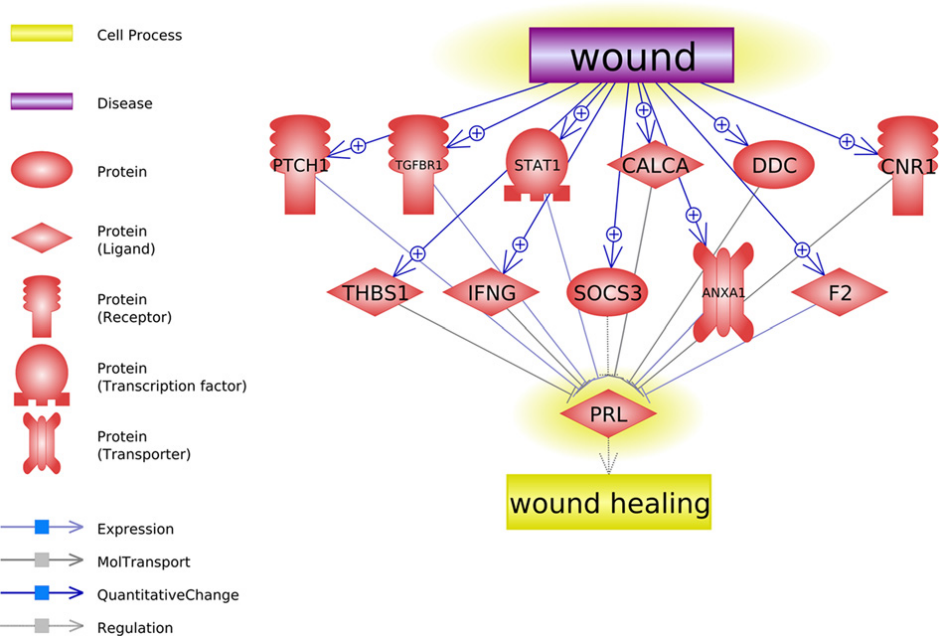
Network showing wounding promotes PRL inhibitors The network was built using Pathway Studio. Each relation was supported by one or more scientific references.

Using the 11 genes connection wounding and PRL (Figure 2) as input, 15 pathways got significantly enriched and listed in Table 1. Most of these pathways were involved in interferon-gamma signaling, epithelial cell and endothelial cell proliferation, wound healing, and growth factor response. Our results showed that wounding might inhibit the secretion of prolactin through the positive regulation of these pathways.

**Table 1:** GSEA results for the PRL–inhibitor network

Name	GO ID	# of Entities	Overlap	*P*-value	Jaccard similarity
GO: regulation of interferon-γ-mediated signaling pathway	0060334	28	3	0.00045	0.083
GO: regulation of response to interferon-γ	0060330	28	3	0.00045	0.083
GO: cellular response to growth factor stimulus	0071363	397	5	0.00075	0.012
GO: response to growth factor	0070848	448	5	0.0011	0.011
GO: regulation of epithelial cell proliferation	0050678	454	5	0.0012	0.011
GO: regulation of epithelial cell differentiation	0030856	192	4	0.0013	0.02
GO: aging	0016280	493	5	0.0015	0.010
GO: negative regulation of epithelial cell proliferation	0050680	200	4	0.0015	0.019
GO: negative regulation of epithelial cell differentiation	0030857	62	3	0.0021	0.043
GO: positive regulation of wound healing	0090303	68	3	0.0027	0.039
SOCS in negative feedback regulation in myocarditis	NONE	21	3	0.0035	0.10
GO: cell proliferation involved in metanephros development	0072203	8	2	0.0035	0.12
GO: positive regulation of response to wounding	1903036	85	3	0.003	0.032
GO: negative regulation of cytokine production	0001818	301	4	0.0041	0.013
GO: negative regulation of endothelial cell proliferation	0001937	87	3	0.0041	0.032

### Wounding suppresses PRL–promoters

In addition to the PRL inhibiting pathway, we also identified six PRL promoters that got inhibited by wounding, as shown in Figure 3. Each of these relations identified was supported by at least one previous scientific study. For details of the references supporting the relations, including the relation type, reference title, and the sentences where a relationship has been identified, please refer to Supplementary Materials: Ref_PRL_promoters.

**Figure 3:**
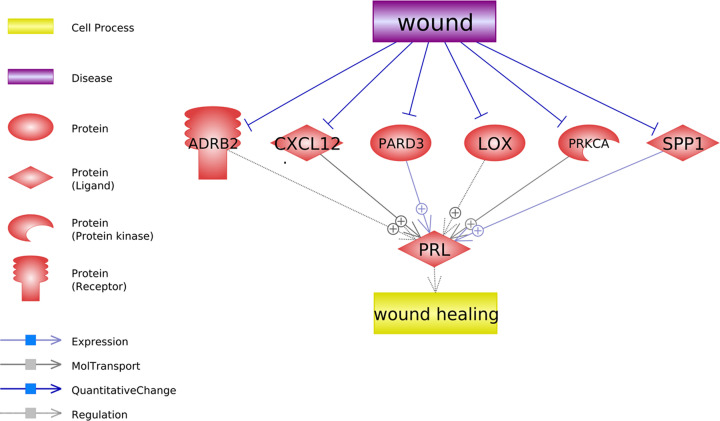
Network showing wounding suppresses PRL promoters The network was built using Pathway Studio. Each relation was supported by one or more scientific references.

Using the six genes connection wounding and PRL (Figure 3) as input, ten pathways got significantly enriched and listed in Table 2. Most of these pathways were involved in developmental growth regulation, endothelial cell proliferation, response to wounding, and steroid hormone. Our results showed that wounding might suppress the secretion of prolactin through the negative regulation of these pathways.

**Table 2:** GSEA results for the PRL–promoter network

Name	GO ID	# of Entities	Overlap	*P*-value	Jaccard similarity
GO: regulation of developmental growth	0048638	445	4	0.023	0.0089
GO: response to steroid hormone	0048545	418	4	0.023	0.0095
GO: regulation of endothelial cell proliferation	0001936	204	3	0.046	0.014
GO: regulation of response to wounding	1903034	199	3	0.046	0.015
GO: apical part of cell	0045177	132	3	0.026	0.022
GO: positive regulation of calcium ion import	0090280	26	2	0.046	0.065
GO: positive regulation of bone remodeling	0046852	26	2	0.046	0.065
GO: positive regulation of bone resorption	0045780	26	2	0.046	0.065
GO: regulation of platelet aggregation	0090330	20	2	0.038	0.080
GO: induction of positive chemotaxis	0050930	20	2	0.038	0.080

## Discussion

Healing of VF injury is a dynamic process, and it is divided into several stages in which different cell functions and signaling pathways are involved, with limited understanding of the dynamic changes underlying the healing process. Several studies indicated that prolactin (PRL) might regulate the proliferation of multiple cells and facilitate wound healing [7,8]. Here, we first tested the expression changes of PRL in the case of VF injury using an animal model. Then, we explored large-scale literature-based pathway analysis and gene set enrichment analyses (GSEA) to explore the biology mechanism explaining the activity of PRL during wounding and the healing of wound. Our results may add new insights into our knowledge about the healing process of VF injury and relevant working mechanisms, and provides a reference for new assumptions and targets for treatment.

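Prl was lower at each time after injury, at a level near background, amid changes in many other genes. At 1 week, the 8 largest rises among genes whose groups did not overlap were those of 5 extracellular matrix genes, with Cthrc1 higher by 3.14 log2 units, Thbs2 by 2.87, Postn by 2.53, Aspn (asporin, a collagen-binding proteoglycan) by 2.50 and Eln by 2.35 (limma adjusted p from 3.7e-07 to 2.5e-05), and of Myh3 (embryonic myosin heavy chain, 2.37), Hbb (a beta globin gene, 2.18) and Myl4 (a myosin light chain of embryonic muscle and atria, 2.17; limma adjusted p = 5.4e-04, 2.6e-04 and 0.0073). Of the 16 measured fibrillar collagen and structural matrix genes, 11 rose and none fell at 1 week (12 rose when adjusted over the list alone), with a list median of 1.13 log2 units. Of 22 matrix remodelling enzymes and inhibitors, 11 rose, among them the collagen crosslinking enzymes Loxl2 (1.56) and Loxl1 (1.32), and 1 fell (13 rose and 1 fell when adjusted over the list alone). Of 10 cartilage genes 7 rose (7 when adjusted over the list alone), and of 7 erythroid genes 4 rose (6 when adjusted over the list alone). These 4 shifts passed camera with the preset correlation, but adjusted p was 0.28, 0.66, 0.28 and 0.76 with an estimated correlation. The 8 largest falls at 1 week among genes whose groups did not overlap were those of Prl, Bpifa2f, Ceacam1, Gh1, Pla2g2a, Gal (galanin), Lcn2 and Ncbp2. At 4 weeks Prl, Gal, Gh1 and Scg2 (secretogranin) had the largest. Prl, Bpifa2f, Gal and Scg2 lay near or below the mean of the background probe sets after injury, so the sizes of their falls are uncertain. Lipf, a lipase of lingual glands and stomach, had log2 fold changes of -4.31 and -5.54 at 4 and 8 weeks. At 8 weeks Cxcl13, a chemokine that attracts B cells, rose by 2.17 log2 units. In limma, 3209 probe sets differed from control at 1 week (1681 higher and 1528 lower), 1952 at 4 weeks (1131 higher and 821 lower) and 1748 at 8 weeks (1048 higher and 700 lower) at an adjusted p under 0.05. Without control replicate 3, the array with the lowest median, lower calls outnumbered higher ones (1428 higher and 2538 lower, 902 and 1697, and 848 and 1508), and the 4-week count was 1267 without control replicate 2 and 1283 without replicate 2 of that group, and the 8-week count was 1109 without replicate 2 of that group, 1127 without control replicate 2 and 1150 without control replicate 1. With the hybridization control signal, which was lower in all 5 controls, as a covariate chosen after seeing the data, the counts were 104, 26 and 22, and Prl had log2 fold changes of -8.25, -8.69 and -8.55.

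**Figure D1:**
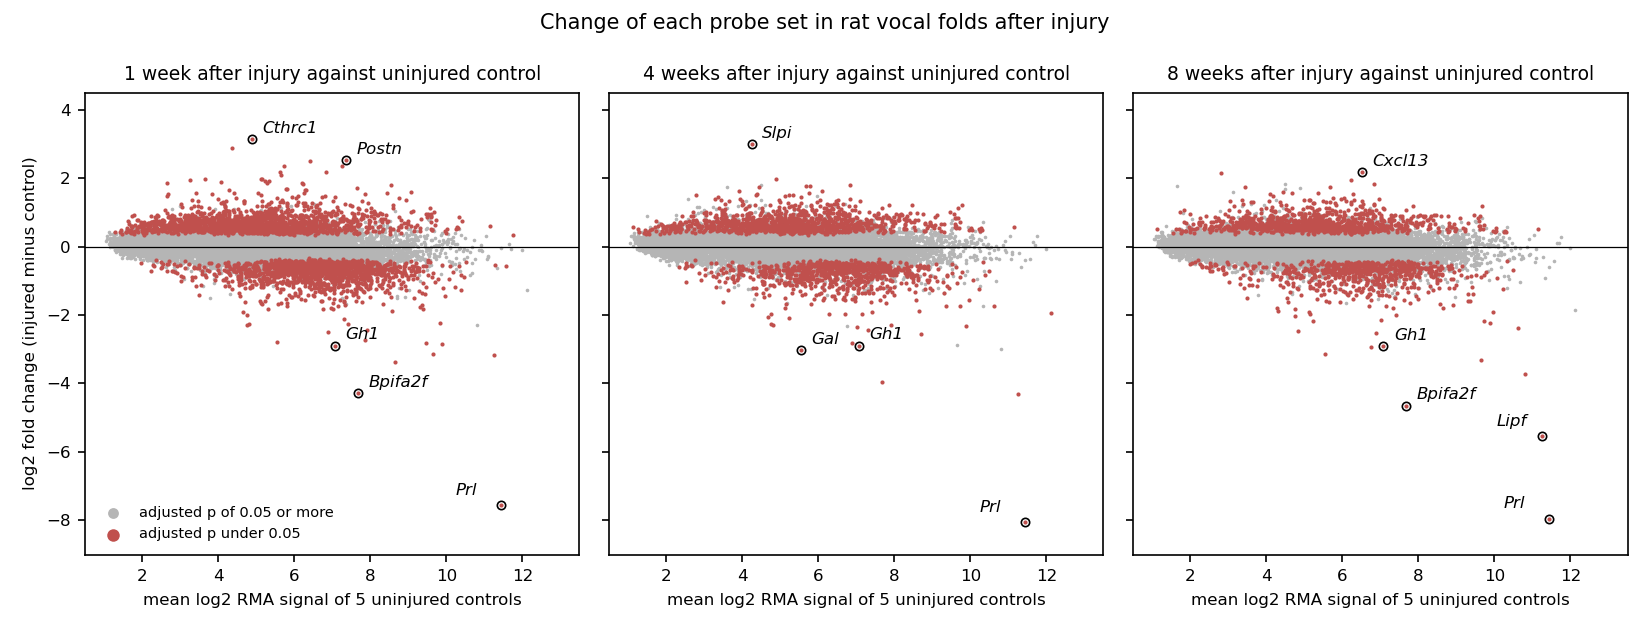
Log2 fold change of each of the 15049 probe sets at 1, 4 and 8 weeks after injury (vertical axis, injured minus control) against its mean log2 signal in the 5 uninjured controls (horizontal axis). Red points have a limma adjusted p under 0.05 and grey points do not, and circles mark the genes written beside them, with Prl at the lower right of each panel.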

Our animal model showed that, compared to un-hurt rats, PRL demonstrated significantly low expression levels in all three groups (1-, 4-, and 8-week rats) (*P*<4.89e-14), while there was no significant difference among the three VF injury groups (*P*>0.18). These results were consistent with previous studies that serum PRL levels decreased in blunt injury cases [10]. The longer the blunt injury, the lower the decreased levels of serum PRL. However, with the recovery of the injury, the expression or PRL levels may restore (Figure 1B).

Literature-based pathway analysis showed that, in the case of wounding, multiple PLR inhibitors get activated and promoters depressed, as shown in Figures 2 and 3. Specifically, there were 11 proteins that were simulated by wounding, which could inhibit the section of prolactin. For instance, wounding induces expression of IFNG mRNA and protein by infiltrating T cells and macrophages [11], while increased IFNG and TNFA could inhibit the secretion of prolactin by the anterior pituitary [12]. Moreover, it has been shown that epithelial wounding could induce the expression of cytokine-induced SH2 protein 3 (SOCS3) [13], which inhibits growth hormone and PRL signaling [14]. More pathways and the corresponding references are presented in Figure 2 and Supplementary Materials: Ref_PRL_inhibitors. These pathways may partially explain the mechanisms of the decreased PRL levels in VF injury.

On the other hand, we also identified pathways where six PRL promoters get inhibited by wounding (see Figure 3). It has been shown that the activation of alpha 2 and beta 2 adrenoceptors (ADRB2) could result in the stimulation of prolactin activity [15]. However, the expression of the beta 2 adrenoceptors was shown to decrease right after wounding [16]. Wounding also decreases the expression of CXCL12 in a mice model [17], and CXCL12 has been showed to be a stimulator of PRL-3 expression [18]. More pathways and related references can be found in Supplementary Materials: Ref_PRL_promoters, which could add more insights into the understanding of the possible mechanism of the decreased PRL expression in VF injury.

GSEA results showed that the inhibitors of PRL influenced by wounding were mainly involved in interferon-gamma signaling, epithelial cell and endothelial cell proliferation, wound healing and growth factor responds, which were suggested to associate with VF wound healing [19–22]. These results indicated that VF wound might up-regulate these pathways that influence the secretion of prolactin. Interestingly, the PRL promoters inhibited by wounding were also involved in developmental growth, endothelial cell proliferation, response to wounding. Furthermore, four out of the six PRL-promoters (Figure 3) were found enriched in steroid hormone responding pathways, including SPP1, PRKCA, ADRB2, and LOX (see Table 2 and Supplementary Materials: Pathway_PRL_promoters). It has been suggested that injectable estradiol and dexamethasone might have similar effects on wound healing in VF injuries [23]. These results could help in understanding the association between VF injury and PRL and the possible roles that PRL plays in the VF wound healing.

Although expression data and pathway analysis identified decreased PRL expression in VF injury which is not in favor of wound healing, the finding should be directly tested by comparing the VF injury healing process with/without PRL being activated. This could be a valuable future work.

## Conclusion

Our results showed that the expression of PRL was significantly decreased in VF wounding, which may delay the healing of the wound. The signaling pathways identified may help in the understanding of the relationship between PRL and VF wounding. The results of this study suggested that PRL may be a treatment target for VF wound healing.

## Supplementary Material

Supplementary Materials

## Abbreviations

ADRB2: alpha 2 and beta 2 adrenoceptors
ECM: extracellular matrix
NLP: Natural Language Processing
PRL: prolactin
VF: vocal fold

How the deposited data were processed for this re-analysis (not part of the article)

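Vocal folds of 20 rats were profiled on Affymetrix arrays, 5 from uninjured animals and 5 each at 1, 4 and 8 weeks after injury. Groups and replicate numbers were taken from the sample labels, which give the times the paper's methods give. The arrays of a group come from different animals, and p-values weigh differences against the spread between them.

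The authors' deposited values are log2 RMA signals for 24871 probe sets, from 0.63 to 12.84. RMA corrects the background within an array and combines the probes of a probe set, so these steps are already in the values. For the step between arrays the paper names global scaling in TAC 4.0.1, and the submitters' processing notes name Affymetrix Expression Console. The deposited distributions are not alike, with a median of 4.58 and an upper quartile of 5.87 in control replicate 3, against medians of 4.87 to 4.94 and upper quartiles of 6.30 to 6.39 in the other controls. The probe-level files were not used here, so RMA was not run again and no detection calls were made. Probe sets were named through the platform annotation. Of the 24871, 15049 had 1 gene name, 0 had several and 9822 had none there, and probe sets without a name were not analysed here except as an alternative. A gene with several probe sets, which 10 genes had, was represented by the one with the highest mean over the 20 arrays. Some of the paper's network genes are not reported here.

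Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the deposited values, without a filter, covariate or block, and with all 4 groups in 1 fit so that they share an estimate of each probe set's spread. The 6 comparisons were each injured group against control and the injured groups against one another. P-values were adjusted by Benjamini-Hochberg over 15049 probe sets within each comparison, and 0.05 was the threshold. For Prl, a two-sided exact permutation test of 5 animals against 5 (252 assignments) was run for each comparison, the F statistic of 4 groups was tested with 100000 resamples and that of 3 groups exactly. The 33 gene lists, of tissues, cell types, pathways and the paper's networks, were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over 198 tests, then with an estimated correlation and with fry. In 10000 random lists used for tests of pituitary genes, each gene was matched on mean signal.

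The genes named are those the paper names, Prlr and the measured anterior pituitary hormones, up to 4 members of each list with the smallest adjusted p, and the genes with the largest changes among those past the threshold whose groups did not overlap, 8 in each direction against control and 4 in each direction between injured groups. Genes named outside this rule are said to be so.

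Array numbers limit the precision. The procedure was tested on simulated data made from the spread of these arrays, with noise drawn independently for each probe set and array. No shared array or batch effect and no correlation between genes was simulated, so the false calls below do not give the rate in the real comparisons. In the comparison of 1 week with control, 20.9% of genes changed by 0.5 log2 units, 83.6% of those changed by 1 and all 66 changed by 2 were recovered, with 4 false calls among 140. In the simulated comparison of 8 with 4 weeks, 0 of the 15038 probe sets without a simulated change were called, those of a list of 11 genes that was shifted at 4 weeks being left out of this count. Within groups, the correlation of whole arrays lay between 0.949 and 0.986, and no pair of arrays held identical values.

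Alternatives covered quantile normalization, median centring, array weights, an intensity trend with robust spread, a fit of only the groups compared, the replicate number as a block, a filter on the dimmest 25% of probe sets, the mean over a gene's probe sets, a log2 fold change of at least 1, the methods' one-way analysis, and leaving out each array in turn. Added after seeing the data were all 24740 probe sets other than the manufacturer's controls, a fit without control replicate 3 and replicate 2 of the 4-week group, and the hybridization control signal as a covariate, a bound on the fold of Prl from the background probe sets, and counts of list members without single arrays. The figure was drawn with matplotlib 3.10.9 in Python 3.11.15.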

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

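The tests of pituitary cells and their repeats without single arrays, of pituitary RNA in unequal amounts, of hybridization and normalization, the comparison of the hormone test with the spread between hormones, the covariate fit and all splits of the arrays were chosen after the results were seen, and the tests of 6 pituitary hormones, prolactin family genes, brain genes and scaling were set earlier.

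Prl was high in the uninjured controls, and with it Gh1 and Cga, which had log2 fold changes of -2.89 and -1.13 at 1 week, -2.90 and -1.45 at 4 weeks and -2.91 and -1.26 at 8 weeks (limma adjusted p at most 0.013), in data the paper did not analyse. The tables argue against a probe set that reads other prolactin genes, against brain tissue and against a scaling difference left in the deposited values. The largest medians of control minus injured were 0.010 over the prolactin family, 0.069 over brain genes and -0.042 over all probe sets. The paper names global scaling for these values, so the last median says nothing of scaling before that step. With the hybridization control signal as a covariate, Prl kept a log2 fold change of -8.25 at 1 week. That signal did not overlap between control and injured arrays, so this fit cannot separate a hybridization difference from injury. A candidate explanation is pituitary RNA in an amount that differs between the control samples, because 13 of 22 genes of pituitary hormones, transcription factors, receptors and granules, without Gh1, Cga, Chgb and Scg2, had their highest value of the 20 arrays in control replicate 1, the array picked for its highest Prl (among them Pomc, Fshb, Tshb and Pou1f1), against a median of 1 and at most 8 in 10000 lists matched on mean signal (share 1e-04, the smallest they can give), while 2 of the 22 were above the median signal of all probe sets in injured folds. This count takes a highest value by any margin and includes dim genes, such as Scg5 (2.61 in control replicate 1, where the background mean was 2.73). It concerns 1 array, so it cannot by itself account for the high Prl of the other controls (10.76 to 12.10). Pituitary cells in all control samples stay open, since 5 of 16 hormone and secretory granule genes (Gh1, Cga, Scg2, Chgb and Scg3; 2 of the 16 above that median) were higher in control in all 3 comparisons, against at most 4 in matched lists (share 1e-04), but without control replicate 1, control replicate 2 or 4-week replicate 3 only Gh1, Cga and Scg2, which had been seen before the test, were (3 of 16, share at most 0.0023), and of the 13 other genes 2 were with all arrays (share 0.0265) and 0, 1 or 2 with an array left out (share from 0.0127 to 1), and whole anterior pituitary tissue stays open too, since in the test set earlier the median of the 6 hormones was higher in control by 0.12, 0.48 and 0.35, under the 1 log2 unit that the test asked for, with 2 of 6 past the threshold, but upper quartiles of up to 1.21 crossed that bound, and a small share of tissue could leave the less abundant hormones at background. By the test set earlier, the hormone medians fell short and went against whole anterior pituitary tissue. That tissue was kept open only by the upper quartiles, a comparison chosen after the results were seen, and by the limit at background. A response of Prl in the vocal fold itself to injury stays open and was not tested, and no source used here describes how pituitary RNA would reach a vocal fold sample.

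Probe sets that differed from control numbered 3209 at 1 week, 1952 at 4 weeks and 1748 at 8 weeks, in data the paper did not analyse. Chance is unlikely to account for these counts, since 1 of 100 splits of the 10 arrays, the real one, was as large in each comparison. The highest other counts were 1464, 1084 and 816. Leaving out 1 array gave 1267 at 4 weeks without control replicate 2 and 1283 without replicate 2 of that group, and 1109 at 8 weeks without replicate 2 of that group, 1127 without control replicate 2 and 1150 without control replicate 1. Quantile normalization of all arrays gave 3783 at 1 week, so that count did not depend on leaving this step out. The step was applied to values already processed by RMA, and the split into higher and lower calls changed with median centring. The normalization between arrays therefore cannot be excluded as a source of part of the calls. A hybridization or batch difference cannot be told apart from injury, because the hybridization controls differed by -0.85 log2 units between control and injured arrays (exact permutation test, p = 6.4e-05, the smallest possible) with no overlap, and the background probe sets by -0.61, so the covariate that left 104, 26 and 22 probe sets is itself tied to the groups.

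Between injured groups, 19 probe sets differed between 4 weeks and 1 week and 35 between 8 weeks and 1 week, a difference between groups tested in the same fit. For both counts 1 of 100 splits, the real one, was as large, and the highest other counts were 1 and 5, so chance is unlikely to account for them. For the 0 between 8 and 4 weeks, all 100 splits are as large by construction, so they cannot test it. The highest other count was 1. Leaving out a 1-week array gave, for 4 weeks against 1 week, 6 without replicate 1, 8 without replicate 2, 6 without replicate 3, 46 without replicate 4 and 30 without replicate 5, and leaving out a 4-week array gave 10 without replicate 2, 8 without replicate 4 and 10 without replicate 5. For 8 weeks against 1 week the counts were 12, 18 and 11 without 1-week replicates 1, 2 and 3, and 6, 19 and 22 without 8-week replicates 2, 3 and 4. Spp1 also differed between 8 weeks and 1 week, with a log2 fold change of -1.28 (limma adjusted p = 0.035).

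Lists past both camera and fry, a choice made after seeing the data, had median log2 fold changes at 1 week against control of 0.93 for cartilage, 1.13 for structural matrix, 0.70 for matrix remodelling, 0.36 for TGF-beta and myofibroblast genes and 0.62 for erythroid genes, in data the paper did not analyse. At 8 weeks against control they were 0.63 for cartilage and 1.32 for B and plasma cells. Between injured groups they were -0.48 for cartilage and -0.84 for structural matrix at 4 weeks against 1 week, and -0.71 for structural matrix at 8 weeks against 1 week. None of these calls held with an estimated correlation (adjusted p from 0.062 to 0.89). The numbers of lists past camera were 5, 6 and 9 against control at 1, 4 and 8 weeks, 11 for 4 weeks against 1 week, 6 for 8 against 4 weeks and 10 for 8 weeks against 1 week. As many or more were reached by 81, 86, 28, 16, 91 and 15 of 100 splits, with highest other counts of 16, 14, 14, 14, 12 and 12, so chance cannot be excluded for the numbers of lists.

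Single arrays stood far from the other 4 of their group in 8 of 96 groups examined, where chance gives about 4.8. Their log2 signals were 4.58 for Calca at 4 weeks in replicate 4 (others 4.05 to 4.16), 6.58 for Socs3 in control replicate 5 (others 4.19 to 4.80), 7.81 for Cxcl12 in control replicate 3 (others 8.80 to 9.05), 3.75 for Spp1 in control replicate 1 (others 3.25 to 3.37), 4.07 for Tnf at 1 week in replicate 5 (others 3.60 to 3.64) and 2.51 for Prlr at 8 weeks in replicate 1 (others 1.80 to 1.95). The median of control replicate 3 was 4.58 (others 4.87 to 4.94), and the hybridization control mean of replicate 5 at 8 weeks was 10.57 (others 10.13 to 10.22).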

How the results depend on the processing

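Prl kept its direction and its side of the threshold in each of the 6 comparisons, and both F statistics kept theirs, under every alternative run. With each array left out in turn, the Prl log2 fold change against control ranged from -7.78 to -7.32 at 1 week, from -8.23 to -7.82 at 4 weeks and from -8.12 to -7.71 at 8 weeks. Counts of probe sets are given in the order 1, 4 and 8 weeks against control, then 4 weeks and 8 weeks against 1 week, and the comparison of 8 with 4 weeks gave 0 under every alternative. Only those over 1.5 times from the reported counts of 3209, 1952, 1748, 19 and 35 are listed, and the cause was not tested unless stated. Quantile normalization gave 50 and 57 between injured groups, and median centring gave 40 for 4 weeks against 1 week, with splits against control of 1704 higher and 2046 lower at 1 week, 1136 higher and 1268 lower at 4 weeks and 959 higher and 1191 lower at 8 weeks, where the reported splits were 1681 and 1528, 1131 and 821, and 1048 and 700. The filter on dim probe sets gave 1495 higher and 1567 lower at 1 week. Array weights gave 5214, 3383, 3619, 56 and 90 (2126 higher and 3088 lower, 1335 and 2048, and 1489 and 2130 against control). Fits of only the groups compared, which have fewer arrays, gave 956 at 4 weeks and 1110 at 8 weeks. A log2 fold change of at least 1, a stricter threshold by construction, left 433 (162 higher and 271 lower), 292 (99 and 193), 249 (89 and 160) and, for 8 weeks against 1 week, 22. The methods' one-way analysis gave 1645, 399, 496, 0 and 1. Arrays with the same replicate number did not deviate together (30 pairs, median correlation of deviations from the group means -0.052, range -0.27 to 0.32, 6 over 0.1; 6 of 20 arrays correlated best with their own number), and the replicate number as a block gave 18 for 8 weeks against 1 week and changed no call for Prl. Leaving out each array gave 2372 to 3966, 1267 to 2599, 1109 to 2356, 6 to 46 and 6 to 41, and without control replicate 3 lower calls outnumbered higher ones (1428 and 2538, 902 and 1697, 848 and 1508). Of the alternatives added after seeing the data, all 24740 probe sets gave 5583, 3443 and 3019 (more tests by construction), the fit without control replicate 3 and 4-week replicate 2 gave 2640 at 8 weeks and 61 for 8 weeks against 1 week, and the hybridization covariate gave 104, 26 and 22 (23 higher and 81 lower, 4 and 22, 2 and 20). Of 47 list shifts in 198 tests, 0 held with an estimated correlation and 10 passed fry. With an array left out, the median change from 4 to 8 weeks turned without 4-week replicate 2 in 3 lists and without 8-week replicate 3 in skeletal muscle, with ranges of -0.45 to 0.10 for T and NK cells, -0.63 to 0.13 for neutrophils, -0.27 to 0.19 for the interferon-gamma response and -0.52 to 0.23 for skeletal muscle. Under the hybridization covariate the log2 fold change turned for Crh (-0.085) and Sprr1a (0.028) at 1 week, for Col2a1 (-0.031), Col11a1 (-0.083), Esam (-0.0029), Adipoq (0.017) and Ndufa1 (-0.00708) at 4 weeks and for Mmp9 (-0.14) at 8 weeks. Of 865 values of named genes, 228 passed the test, of which 22 passed under every alternative and 206 did not under at least 1. Among the 206 is Sprr1a at 1 week, which failed only under the hybridization covariate, where it also turned (limma adjusted p = 0.99). The 304 changes of sign in which neither value passed were not counted. Signal near background limits what can be said of dim genes such as Prl after injury, and of Prlr in every group.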

Differences from the paper's values

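The paper's supplement gives adjusted p-values for Prl against control of 1.2e-13 at 1 week, 3.0e-14 at 4 weeks and 4.0e-14 at 8 weeks, and the values found here are 7.6e-14, 1.9e-14 and 2.5e-14. The ratio of the supplement's adjusted to unadjusted p is 23188, while 15049 probe sets were tested here, and the unadjusted p-values (the paper's 5.2e-18, 1.3e-18 and 1.7e-18, here 5.0e-18, 1.2e-18 and 1.7e-18) lie within 1.5 times of each other. Of the alternatives set before the data were examined, median centring, the filter on dim probe sets and the fit without control replicate 1 gave adjusted p-values within 1.5 times of the paper's at all 3 times, as did the fit without replicate 4 of the 1-week group at 1 week, and the other alternatives did not. The fit of all 24740 probe sets other than controls, chosen after seeing the values, gave 1.8e-13, 4.6e-14 and 6.1e-14, and it keeps Prl past the threshold at all times.

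The paper's text sets the mean of 3.38 beside a group named as 2 weeks, and the value found here for the group that the labels and methods place at 4 weeks is 3.38. The paper's Figure 1 also labels the injured groups as weeks 1, 2 and 3, while the labels and its methods give 1, 4 and 8 weeks. The paper's mean at 8 weeks is 3.45 ± 0.40 and the mean found here is 3.49 ± 0.40 (SD, n = 5), a difference within the spread between animals. The paper states that Prl was lower at the group it names as 2 weeks than at 1 week and that it recovered slightly by 8 weeks, and neither difference passed the exact permutation test here (p = 0.087 and p = 0.635).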

Other observations

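The lists, the named genes of the networks and the hormone values were set earlier, and the clock genes and Gal were looked at after the results were seen. Of 18 measured interferon-gamma response genes, 8 rose and none fell at 4 weeks (9 rose when adjusted over the list alone), among them the class II antigen presentation gene RT1-Ba (1.55 log2 units) and the immunoproteasome genes Psmb9 (1.45) and Psmb8 (1.06). Of 17 macrophage and monocyte genes, 5 rose and none fell at 4 weeks (10 rose when adjusted over the list alone), with the complement genes C1qa (0.99) and C1qc (1.07) and the scavenger receptor gene Cd163 (1.25) among them. Of 13 T and NK cell genes, 2 rose, Prf1 (perforin, 1.00) and Lck (a T-cell kinase, 0.97), and 5 rose when adjusted over the list alone. Prf1 and Lck were dim in control (3.04 and 3.47, against a background mean of 2.70), and the background mean was 3.30 at 4 weeks. Above that mean Prf1 went from 0.34 to 0.74 log2 units and Lck from 0.77 to 1.14, so the sizes of their rises are uncertain. The shifts of the interferon-gamma, macrophage and T and NK cell lists passed camera with the preset correlation, but not with an estimated correlation (adjusted p = 0.89 for each) and not fry (adjusted p = 0.26, 0.23 and 0.28). Replicate 2 of the 4-week group carried part of these values. Without it 3, 3 and 1 genes of the lists rose and 1 macrophage gene fell, the list medians were 0.47, 0.51 and 0.44 log2 units, the T and NK cell list no longer passed camera (adjusted p = 0.10; 0.024 and 0.033 for the others), and Psmb8 (0.80, adjusted p = 0.058) and Lck (0.68, adjusted p = 0.096) no longer passed the test, while RT1-Ba (1.18), Psmb9 (1.05), C1qa (0.87), C1qc (0.82), Cd163 (0.93) and Prf1 (0.61) did. The number of interferon-gamma genes that rose was also 4 without control replicate 1, 2 or 3 and 5 without control replicate 4 or 4-week replicate 1, that of macrophage genes 3 without control replicate 1, 2 or 3 and 8 without control replicate 5, and that of T and NK cell genes 1 without control replicate 1, 2, 3 or 4, 5 without control replicate 5 and 4 without 4-week replicate 5. Lck did not pass without control replicate 1, 2, 3 or 4 or 4-week replicate 4 (adjusted p from 0.050 to 0.074). At 8 weeks 3 of 4 measured B and plasma cell genes rose, Pax5 by 1.05 and Mzb1 by 1.59 log2 units and Cd79b, a part of the B-cell receptor, for which no fold is given because its control signal of 2.82 was near the background mean of 2.70 (3 when adjusted over the list alone; adjusted p = 0.69 with an estimated correlation), and Mzb1 did not pass without 8-week replicate 2 or 4 (adjusted p = 0.067 and 0.069). Of 10 measured cartilage genes, 7 rose at 1 week, 5 at 4 weeks and 7 at 8 weeks (7, 5 and 8 when adjusted over the list alone), and the list did not pass camera at 4 weeks (adjusted p = 0.076; 0.28, 0.89 and 0.28 with an estimated correlation). The 4-week count was 2 without control replicate 2 or 4-week replicate 3 and 3 without control replicate 1 or 3 or 4-week replicate 4, and the 8-week count 4 without control replicate 2. Col2a1 was higher by 1.30, 0.57 and 0.87 log2 units, but at 4 weeks it did not pass without control replicate 2 or 4-week replicate 3 (adjusted p = 0.076 and 0.057), and its log2 fold change turned to -0.031 under the hybridization covariate. All comparisons with control share the 5 control arrays, whose hybridization controls were lower.

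Lipf had a log2 signal of 11.25 ± 1.40 (SD, n = 5) in control, 8.08 ± 1.95 (SD, n = 5) at 1 week, 6.94 ± 2.62 (SD, n = 5) at 4 weeks and 5.71 ± 1.82 (SD, n = 5) at 8 weeks, and fell at each time (limma adjusted p = 0.038, 0.011 and 0.0026). At 1 week it did not pass without control replicate 1, 2, 3 or 5 or 1-week replicate 1, 2, 3 or 5 (adjusted p from 0.062 to 0.099). At 8 weeks Csap1 fell by 3.73 log2 units, but did not pass the test without 8-week replicate 2 (adjusted p = 0.059). The secretoglobin genes Scgb1a1 and Scgb3a1, products of airway secretory cells, fell by 1.73 and 1.94 at 4 weeks, and Scgb1a1 fell by 2.38 at 8 weeks. Neither passed at 4 weeks without control replicate 1, 2, 4 or 5 or 4-week replicate 2, 4 or 5 (adjusted p from 0.054 to 0.13), nor Scgb1a1 without 4-week replicate 1 (adjusted p = 0.053). Of 10 measured airway secretory and gland genes, 0 changed at 1 week, 2 fell at 4 weeks, and 1 rose and 1 fell at 8 weeks (0 at 1 week, 1 up and 3 down at 4 weeks and 1 up and 2 down at 8 weeks when adjusted over the list alone; adjusted p with an estimated correlation 0.95, 0.89 and 0.89). With an array left out, from 0 to 3 fell and from 0 to 1 rose at 4 weeks, the 3 without control replicate 3, and from 1 to 3 fell and from 0 to 1 rose at 8 weeks. Hbb rose by 1.81 and 1.84 log2 units at 4 and 8 weeks.

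The paper's networks were drawn from the literature, and their genes can be read in these arrays. Of the 11 PRL inhibitors of Figure 2, 9 were measured. Tgfbr1 (a TGF-beta receptor) rose by 0.38 log2 units at 1 week (limma adjusted p = 0.040) and Socs3 (a suppressor of cytokine signalling) by 1.35 at 4 weeks (adjusted p = 0.023), while Ddc (aromatic amino acid decarboxylase) fell by 0.61 at 1 week (adjusted p = 0.021). Tgfbr1 did not pass without control replicate 1, 3 or 4 or 1-week replicate 1, 3, 4 or 5 (adjusted p up to 0.11), Socs3 without control replicate 1, 2 or 4 or 4-week replicate 2 (up to 0.074), nor Ddc without control replicate 2 or 4 or 1-week replicate 2 or 3 (up to 0.070). Thbs1, Anxa1 and Calca did not pass the test at any time against control, with log2 fold changes at 1 week of 0.01, 0.05 and -0.16. Ifng, F2 and Cnr1 had mean signals at or below the mean of the background probe sets at 1 week (2.77, 3.38 and 2.39, against 3.39), so no fold is given and the test says nothing of their expression. Of the 6 PRL promoters of Figure 3, 3 were measured. Spp1 rose by 1.57 log2 units at 1 week (limma adjusted p = 2.8e-04). Above the mean of the background probe sets it went from 0.71 in control to 1.59 log2 units, so the size of its rise is uncertain. Cxcl12 and Pard3 did not pass the test, with -0.11 and -0.16. Tnf, which lay 0.33 log2 units above that background mean at 1 week, had a log2 fold change of -0.17 at that time (limma adjusted p = 0.52). When adjusted over the list alone, 1 inhibitor rose and 1 fell at 1 week, 1 rose at 4 weeks and 0 changed at 8 weeks, and 1 promoter rose at 1 week and 0 changed at 4 and 8 weeks. Neither list shifted in camera at any time against control (smallest adjusted p = 0.63).

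Socs2 and Cish are feedback genes that prolactin and growth hormone signalling through STAT5 induces. Socs2 fell by 1.60, 1.58 and 1.25 log2 units at 1, 4 and 8 weeks (limma adjusted p = 0.0010, 0.0023 and 0.012) and Cish by 0.63 and 0.54 at 1 and 4 weeks (adjusted p = 0.015 and 0.046). Cish did not pass without control replicate 4 at 1 week (adjusted p = 0.052), nor at 4 weeks without control replicate 1, 2 or 4 or 4-week replicate 2, 3, 4 or 5 (adjusted p from 0.059 to 0.14). Prlr, the prolactin receptor, had mean log2 signals below the mean of the background probe sets in every group (2.56, 2.04, 2.00 and 2.00 in control and at 1, 4 and 8 weeks, against 2.70, 3.39, 3.30 and 3.26), so no fold is given. Of the 11 measured genes of prolactin receptor and signalling, 3 fell at 1 week, 2 rose and 3 fell at 4 weeks and 1 rose and 2 fell at 8 weeks (1 up and 3 down, 2 up and 3 down, and 3 up and 2 down when adjusted over the list alone; these counts include Prlr). With an array left out, 0 to 1 rose and 1 to 4 fell at 1 week, 0 to 2 rose and 1 to 3 fell at 4 weeks and 0 to 3 rose and 1 to 3 fell at 8 weeks, and the list as a whole did not shift in camera (adjusted p = 0.36, 0.91 and 0.95).

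The control arrays were not alike in pituitary genes. Control replicates 1 to 5 had log2 signals of 12.38, 12.10, 10.79, 10.76 and 11.16 for Prl, 9.57, 7.51, 6.54, 5.74 and 6.04 for Gh1, 8.10, 6.60, 6.11, 5.71 and 5.61 for Cga, and 7.18, 5.57, 4.25, 3.69 and 3.42 for Scg2 (secretogranin). Gal (galanin), a neuropeptide gene, had 7.77, 6.92, 5.07, 3.70 and 4.25 in the same arrays and lay below the mean of the background probe sets in every injured group (2.75, 2.52 and 2.39 at 1, 4 and 8 weeks), so no fold is given. Pomc had 4.09, 3.50, 2.81, 3.31 and 3.66, and averaged 3.32, 2.98 and 3.18 after injury, also below that mean.

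Clock genes, named after their values were seen, varied between animals. Nr1d1 had log2 signals of 8.69 ± 0.58 (SD, n = 5) in control, 7.18 ± 1.39 (SD, n = 5) at 1 week, 6.13 ± 1.68 (SD, n = 5) at 4 weeks and 7.74 ± 0.51 (SD, n = 5) at 8 weeks, and at 4 weeks the 5 animals ranged from 4.84 to 8.23. Per3 fell by 1.06, 1.10 and 1.20 log2 units at 1, 4 and 8 weeks (limma adjusted p = 0.020, 0.025 and 0.018), but did not pass without control replicate 1 at any of these times (adjusted p = 0.070, 0.081 and 0.058), without control replicate 2 at 1 and 4 weeks (0.053 and 0.065), without 1-week replicate 4 at 1 week (0.051) or without 4-week replicate 2 at 4 weeks (0.067), and Dbp did not pass the test at any time.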
